A study of Mus musculus with 6 samples.

How the data were processed

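The data are RNA-seq gene values of 6 mouse bone marrow cell cultures, 3 libraries with MLL-AF9 WT and 3 with MLL-AF9 E531R, grouped by the titles in the labels. Per the submitters' processing notes, FastQC, cutadapt, HISAT2, SAMtools, featureCounts and DESeq2 were used with the mouse build GRCm38. Tool versions, the annotation and the strand setting are not given in the sources used here. The deposited table has 47593 gene rows with 6 columns of values of unit signal, which the authors made by dividing gene read counts by 1 size factor per library. In each column every value was a whole multiple of the smallest value above 0, and 100% of values came out whole within 0.001 reads, so whole reads were recovered. A read was worth between 0.695 and 1.60 units. The deposited table also holds the authors' log2 fold change with its standard error and the authors' adjusted p-value, all of DESeq2 by the file headers. The authors' fold change is WT over E531R, and its sign is turned here so that positive values are higher in E531R.

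Size factors assume that most genes do not change, so a shift shared by all genes would not be seen. Counting with featureCounts leaves genes with near-identical copies uncertain, and genes that overlap or lie antisense cannot be separated where strand is not used. The recovered totals ran from 14161139 to 33459668 reads. Counting intervals at 95% and floors of 3 reads cover counting error only, since reads without molecular identifiers are not independent molecules.

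The main test was limma 3.58.1 in R 4.3.3 with an intensity trend on log2(value + 1), a pseudocount of 1, over genes with a mean of at least 10 over the 6 libraries. It was two-sided with no covariate, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 fold changes are on the log2(value + 1) scale, which understates the change of low genes, while folds and means are on the scale of the values. Before the data were examined, the tests, the alternatives, 16 genes the study is about and 32 gene lists with 681 member names were fixed from general knowledge of MLL-AF9 cells and of other cell types of the marrow. The lists of MYC genes and BCOR partners follow the study's subject. The results of 2 genes and of 1 list are not reported here, though they are included in the counts over genes and lists. Lists with at least 5 tested members, 28 of the 32, were tested with limma's camera at a preset correlation of 0.01, with adjustment over the lists.

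The named genes are the 10 with the largest change in each direction among genes past the threshold whose groups do not overlap, with a mean of at least 100 and a gene symbol that is not a provisional name, plus the 16 genes the study is about and up to 4 members with the smallest adjusted p of each list described. Positions, transcript lengths and GC content come from GENCODE M21 on GRCm38, the build the submitters name, matched by symbol for 45217 rows.

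Alternatives were pseudocounts of 0.5 and 10, no filter or a mean of at least 50, TMM and upper-quartile rescaling, edgeR 4.0.16 quasi-likelihood, DESeq2 1.42.0 and limma voom on the recovered reads, the replicate number as a block, limma array weights, a minimum change of 2-fold, fry and an estimated correlation for the lists, and leaving out each library in turn. On recovered reads edgeR called 1393 genes higher and 1251 lower. Removal of a GC and length trend per library was added after the data were seen. The main test was tested on simulated data for E531R against WT, with 200 of 12991 genes changed: it recovered 28% of 1.5-fold, 64% of 2-fold, 96% of 4-fold and 100% of 8-fold changes, with 8 false calls, 5.26% of its calls. These shares need not carry over to data with another number of changed genes. Other tests used scipy 1.17.1, and figures were drawn with matplotlib.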

Results

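Total RNA was sequenced from mouse femur bone marrow cells that had been enriched for c-Kit, the stem cell factor receptor of early blood cells. The cells carried a retrovirus with MLL-AF9, a leukaemia fusion protein joining the histone methyltransferase MLL (gene Kmt2a) to AF9 (gene Mllt3). They were selected with G418 and kept in serial methylcellulose culture with cytokines. There were 3 libraries with the unchanged fusion (WT) and 3 with the E531R substitution in its AF9 part, 6 in all. The WT libraries held 14161139, 19690545 and 30597351 reads assigned to genes in replicates 1, 2 and 3, and the E531R libraries 33459668, 23755210 and 24237823. Between 18433 and 20420 genes had at least 1 read in a library. The labels do not say whether replicates were separate cultures or animals, so the p-values measure the spread between these samples, which may be technical. The substitution sits in a virus-carried fusion, so no gene's level could check the labels.

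The comparison of E531R with WT addressed which transcripts differ when the fusion carries a substitution that the series describes as removing the binding of BCOR, a corepressor of a variant Polycomb complex. In E531R cells 18 of 22 tested neutrophil granule genes and 20 of 25 macrophage and monocyte genes were higher, though neither list passed at an estimated correlation between genes (adjusted p = 0.351 and 0.219). S100a8, a calcium-binding protein of neutrophils and monocytes, had a normalised read count of 2081 ± 354 in WT and 25931 ± 1664 in E531R (SD, n = 3 each). Spp1, the secreted phosphoprotein osteopontin, had 154 ± 18.5 in WT and 5366 ± 385 in E531R (SD, n = 3 each). Eya1, a transcriptional coactivator and phosphatase, fell 10.9-fold, and the homeobox gene Hoxa10 fell 3.98-fold. Hoxa9 and Meis1, homeobox genes that MLL fusions keep on, did not pass the test.

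Of 12991 genes tested with limma, 1349 were higher and 1238 lower in E531R at an adjusted p under 0.05, and 4245 had an unadjusted p under 0.05. At 2-fold or more, 578 were higher and 562 lower. The 3 values of one group lay entirely above those of the other in 5713 genes, a share of 44%, where chance gives 10%. The authors' deposited table called 1313 genes higher and 1245 lower in E531R, and 1188 of the higher and 1066 of the lower genes were called by both, with 0 genes called in opposite directions. WT replicate 3 stood apart from the other WT libraries, and without it 3159 genes were higher and 2999 lower. Without E531R replicate 1, 2 or 3 the count of higher genes was 819, 831 or 842, and that of lower genes 746, 752 or 789.

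**Figure D1:**
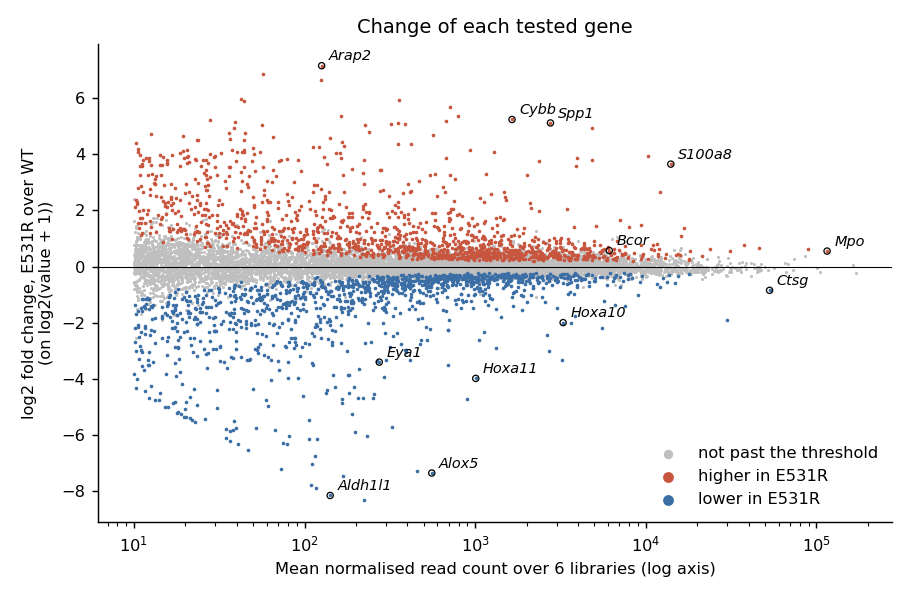
Each point is 1 of the 12991 tested genes, with its mean normalised read count over the 6 libraries on a log x axis and its log2 fold change of E531R over WT on the y axis; red and blue points are the 1349 higher and 1238 lower genes and grey points did not pass the threshold. Spp1 lies at 5.12, S100a8 at 3.65, Eya1 at -3.40 and Hoxa11 at -3.98.

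Among the 16 genes the study is about, 15 could be tested. Bcor, Eya1 and Hoxa10 passed both over all genes and adjusted over these genes alone. Bcor itself, on chromosome X (12036740 to 12160355, GRCm38), rose from 4911 ± 296 to 7304 ± 183 (SD, n = 3 each), a log2 fold change of 0.57 (SE 0.071; limma adjusted p = 0.00153). Eya1, on chromosome 1 (14168954 to 14310235), fell from 502 ± 101 to 46.2 ± 5.31, a log2 fold change of -3.40 (SE 0.18; limma adjusted p = 3.65e-05). Hoxa10, on chromosome 6 (52231197 to 52240854), fell from 5234 ± 272 to 1316 ± 51.5, a log2 fold change of -1.99 (SE 0.071; limma adjusted p = 7.79e-06).

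Myc, a growth-promoting transcription factor, had 5993 ± 436 in WT and 5464 ± 120 in E531R (SD, n = 3 each; log2 fold change -0.13, limma adjusted p = 0.278). The corresponding log2 fold changes of Hoxa9 and Meis1 were 0.05 and 0.11 (limma adjusted p = 0.72 and 0.403). Mllt3 had -0.19 and Kmt2a 0.13 (limma adjusted p = 0.498 and 0.688) and, where the sequence of the virus-carried fusion matches, its reads cannot be separated from those of these genes. The Polycomb partners Bcorl1, Pcgf1, Kdm2b and Cbx8, the histone methyltransferase gene Dot1l and Six4 had log2 fold changes between -0.06 and 0.10, and none passed. Six4 passed without WT replicate 3 (log2 fold change -0.28, limma adjusted p = 0.000939). Six2 lay under the minimum mean for testing, with 19 reads over the WT libraries and 0 over the E531R libraries, at least 7.995-fold lower at a floor of 3 reads over the group. The authors' deposited table gives Six2 an adjusted p of 0.00712.

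**Figure D2:**
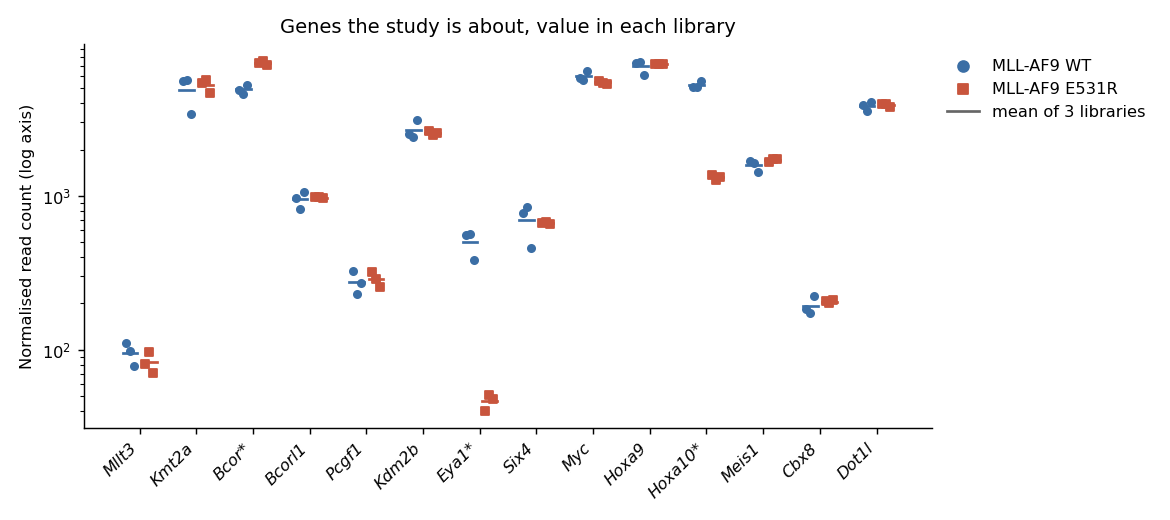
Normalised read count on a log y axis of 14 genes the study is about, with 1 point per library (blue circles WT, red squares E531R), a bar at the mean of the 3 libraries and an asterisk at genes past the threshold. The Eya1 values of the E531R libraries lie between 40.3 and 50.6 and those of the WT libraries between 385 and 561.

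The genes of the Hoxa cluster did not move together. Of 12 tested members of the list of Hoxa genes with Meis1 and Pbx3, 4 fell and 1 rose, and adjusted over the list alone 5 were lower and 1 higher. Hoxa11 fell from 1895 ± 123 to 120 ± 10.7 (SD, n = 3 each), while Hoxa7 rose from 915 ± 51.8 to 1231 ± 29.2. The list did not pass (limma camera adjusted p = 0.212; fry adjusted p = 0.00294, toward lower values), and its median log2 fold change of 0.01 and its mean of -0.63 differ in sign. Without WT replicate 3 the median was -0.08, and the list still did not pass (limma camera adjusted p = 0.0769). Hoxa genes overlap one another and have antisense transcripts, and the strand setting of the counting is not given in the sources used here, so reads of partners could be shared.

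Six5, a homeobox gene, fell from 33.4 ± 4.23 to 18.4 ± 1.96 (SD, n = 3 each). It did not pass with DESeq2 on the recovered reads (adjusted p = 0.105), nor with limma without WT replicate 2 (adjusted p = 0.0726) or E531R replicate 1, 2 or 3 (adjusted p = 0.103, 0.0653 and 0.101). Among 21 tested MLL fusion targets outside the Hoxa cluster, 4 rose and 6 fell (4 and 8 adjusted over the list alone; limma camera adjusted p = 0.421). Without WT replicate 3 this list passed toward lower values, with 6 higher and 14 lower (adjusted p = 0.0433). Over all 6 libraries its limma camera adjusted p at an estimated correlation was 0.84. Id2, an inhibitor of basic helix-loop-helix factors, rose from 25.9 ± 2.89 to 203 ± 9.21, and Flt3, a cytokine receptor of progenitors, fell from 42.6 ± 3.11 to 5.98 ± 1.00. Arid1b, a chromatin remodelling subunit, fell from 4807 ± 255 to 3071 ± 156.

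Components of Polycomb complex 1 and of the BCOR complex changed in both directions. Of 23 tested, 2 rose (Bcor and Rybp) and 4 fell, with 2 and 5 adjusted over the list alone (limma camera adjusted p = 0.493; fry adjusted p = 0.00294, toward lower values). Without WT replicate 3, 4 rose and 8 fell (camera adjusted p = 0.583). Rybp, a subunit of variant complexes, rose from 432 ± 68.8 to 866 ± 23.8 (SD, n = 3 each). Cbx2, a chromobox reader of histone methylation, fell from 125 ± 13.6 to 33.5 ± 0.509, and Pcgf2, a ring finger subunit of canonical complexes, from 249 ± 18.9 to 135 ± 3.69.

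Macrophage and monocyte genes rose together: 20 of 25 tested members were higher and 1 lower, with 22 and 1 adjusted over the list alone (limma camera adjusted p = 6.78e-16; adjusted p = 0.219 with an estimated correlation). Mpeg1, a pore-forming protein of phagocytes, rose from 382 ± 9.27 to 3649 ± 210 (SD, n = 3 each). Gpnmb, a lysosomal glycoprotein, rose from 145 ± 24.4 to 2427 ± 204, and the lectin Clec4a2 from 112 ± 3.04 to 734 ± 71.6. The member that fell was Ccr2, the receptor that brings monocytes out of the marrow, from 4448 ± 1431 to 788 ± 46.4. The complement genes C1qa, C1qb and C1qc, abundant in tissue macrophages, had means of at most 0.556 in either group.

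Neutrophil granule genes rose in 18 of 22 tested members and fell in 2, with the same numbers adjusted over the list alone (limma camera adjusted p = 1.15e-10; adjusted p = 0.351 with an estimated correlation). Ltf, the iron-binding protein of secondary granules, rose from 31.7 ± 4.65 to 672 ± 70.1 (SD, n = 3 each), and Chil3, a chitinase-like protein, from 35.2 ± 6.10 to 1312 ± 80.1. S100a9, the partner of S100a8, rose from 1266 ± 127 to 19325 ± 1244. The members that fell were Ctsg, a primary granule protease, from 68375 ± 11390 to 37851 ± 1718, and Padi4, a histone-deiminating enzyme, from 2347 ± 320 to 314 ± 7.20. Of the genes of early granulocyte precursors, Mpo and Prtn3 rose, with log2 fold changes of 0.56 and 0.67 (limma adjusted p = 0.00631 and 0.0129), and Elane and Ms4a3 did not pass, with 0.26 and -0.01. The Prtn3 call was lost without WT replicate 1 (adjusted p = 0.0544) or E531R replicate 1, 2 or 3 (0.0582, 0.0524 and 0.0658). Its log2 fold change was then 0.60 to 0.69. Elane passed without WT replicate 3 (log2 fold change 0.39, adjusted p = 5.39e-06) and with the GC and length trend removed (0.34, adjusted p = 0.0114). Ccr2, Ctsg, Padi4, Mpo, Prtn3, Elane, Ms4a3 and the complement genes were singled out after their values were seen.

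Inflammatory cytokine and NF-kB genes rose in 14 of 19 tested members and fell in 0, with 15 and 1 adjusted over the list alone (limma camera adjusted p = 2.85e-09; adjusted p = 0.307 with an estimated correlation). Il1rn, the interleukin-1 receptor antagonist, rose from 157 ± 13.7 to 1139 ± 105 (SD, n = 3 each), the chemokine Ccl6 from 333 ± 99.3 to 4386 ± 293, and the inflammasome sensor Nlrp3 from 31.3 ± 4.21 to 220 ± 10.4. Immediate early genes, mostly of transcription factors and induced within minutes of a stimulus, rose in 11 of 19 and fell in 0, also adjusted over the list alone (limma camera adjusted p = 4.61e-06; adjusted p = 0.219 with an estimated correlation). Fos rose from 43.8 ± 11.5 to 213 ± 11.3, Jun from 107 ± 6.55 to 307 ± 32.6 and Egr1 from 6.24 ± 3.02 to 91.6 ± 17.8.

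Megakaryocyte genes rose in 7 of 9 tested members and fell in 0, with 8 and 0 adjusted over the list alone (limma camera adjusted p = 1.86e-06; adjusted p = 0.165 with an estimated correlation). The tetraspanin Cd9 rose from 569 ± 74.2 to 1671 ± 68.6 (SD, n = 3 each), the clotting protein gene Vwf from 85.9 ± 14.5 to 355 ± 23.0, and the thrombin receptor gene F2r from 16.8 ± 6.24 to 99.2 ± 2.66. Cell cycle inhibitors and p53 targets rose in 6 of 20 and fell in 2, with 9 and 2 adjusted over the list alone (limma camera adjusted p = 0.0158; adjusted p = 0.344 with an estimated correlation). The stress-induced genes Gadd45a and Btg2 rose from 307 ± 12.6 to 515 ± 26.5 and from 209 ± 22.0 to 340 ± 15.3. Without WT replicate 3, 15 of these 20 were higher and 2 lower.

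**Figure D3:**
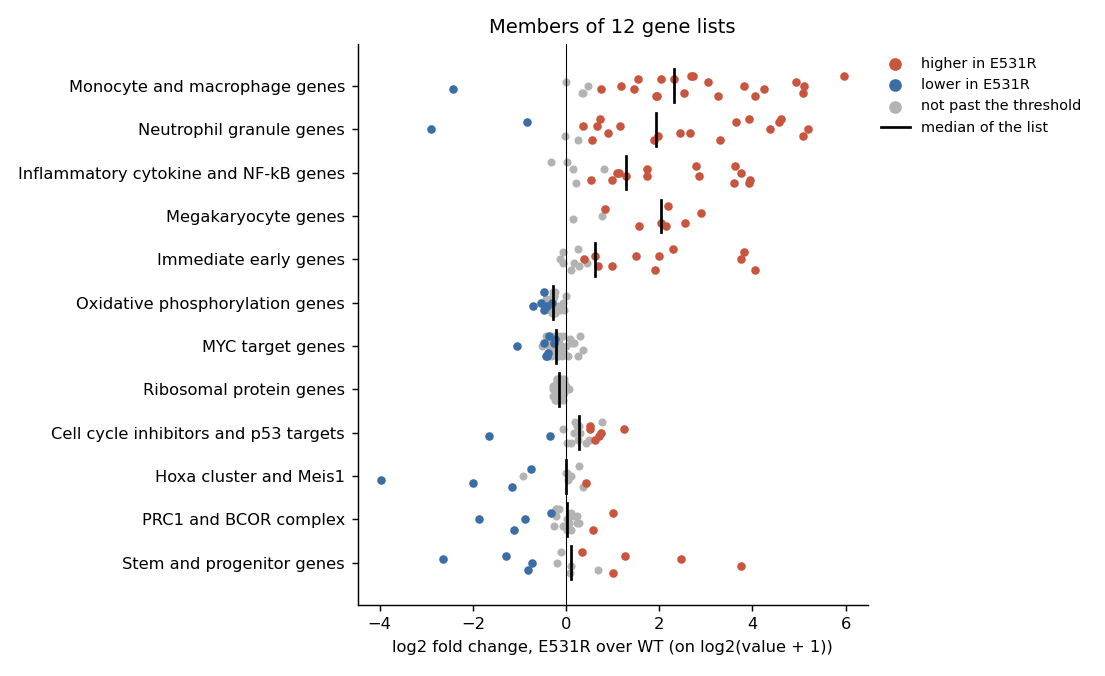
Each point is a tested member of 1 of 12 gene lists (rows), placed on the x axis by its log2 fold change of E531R over WT; red and blue points passed the threshold, grey points did not, and black bars are list medians. The medians of the monocyte and neutrophil lists lie at 2.32 and 1.93, and those of the oxidative phosphorylation and ribosomal protein lists at -0.29 and -0.15. Without WT replicate 3 (not drawn) these medians were 2.38, 2.04, -0.18 and -0.02.

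The lists of MYC targets, oxidative phosphorylation genes and ribosomal proteins passed toward lower values, with most members not past the threshold and 0 of the 3 lists passing at an estimated correlation. MYC target genes fell in 8 of 58 tested members and rose in 0, with 7 and 0 adjusted over the list alone (limma camera adjusted p = 0.000111; adjusted p = 0.806 with an estimated correlation). Polr1b, a subunit of RNA polymerase I, went from 2687 ± 193 to 2061 ± 37.6 (SD, n = 3 each), and Map3k6, a stress kinase gene, from 328 ± 49.8 to 156 ± 1.56. Oxidative phosphorylation genes fell in 6 of 26 and rose in 0, with 7 and 0 adjusted over the list alone (limma camera adjusted p = 0.000109; adjusted p = 0.84 with an estimated correlation). Uqcrc1, a complex III subunit, went from 8810 ± 1682 to 5307 ± 209, and the cytochrome c gene Cycs from 5770 ± 355 to 4360 ± 199. Of 48 ribosomal protein genes 0 passed in either direction, also adjusted over the list alone, with a median log2 fold change of -0.15 (limma camera adjusted p = 0.011; adjusted p = 0.84 with an estimated correlation). These 3 lists moved with WT replicate 3: without it 33 MYC targets were lower and 3 higher, 21 oxidative phosphorylation genes were lower, and the ribosomal list no longer passed (adjusted p = 0.646), with 2 of its genes higher and 6 lower. The falls themselves were then smaller. The median log2 fold change went from -0.21 to -0.16 for MYC targets. It went from -0.29 to -0.18 for oxidative phosphorylation genes and from -0.15 to -0.02 for ribosomal genes. The Polr1b call was lost without E531R replicate 1, 2 or 3 (adjusted p = 0.0666, 0.0578 and 0.0658), the Uqcrc1 call without E531R replicate 1 (0.0506) and the Cycs call without E531R replicate 1 or 2 (0.064 and 0.0632). The ribosomal list also did not pass without E531R replicate 2 (adjusted p = 0.0618). In the MYC network of partner and antagonist genes, 3 of 10 tested members rose and 0 fell, also adjusted over the list alone (limma camera adjusted p = 0.354): Mxd1, Mxi1 and Mxd3, with log2 fold changes of 0.86, 0.33 and 0.58. Without WT replicate 3, 5 rose and 1 fell. The Mxi1 and Mxd3 calls were lost without E531R replicate 1 (adjusted p = 0.0811 and 0.0892), E531R replicate 2 (0.105 and 0.0865) or E531R replicate 3 (0.0987 and 0.0861), and without WT replicate 1 (0.0818 and 0.0725) or WT replicate 2 (0.0642 and 0.0568). The Mxi1 call was also lost with the GC and length trend removed (log2 fold change 0.26, adjusted p = 0.104).

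Stem and progenitor genes changed in both directions, with 5 higher and 4 lower of 14 tested, also adjusted over the list alone (limma camera adjusted p = 0.686). Cd34, a surface marker of progenitors, rose from 505 ± 79.7 to 1014 ± 54.6 (SD, n = 3 each), and Tal1, a transcription factor of early blood cells, from 66.0 ± 10.6 to 158 ± 15.7. Dendritic cell and antigen presentation genes had 3 higher and 3 lower of 8 tested, mast cell and basophil genes 2 and 2 of 7, and erythroid genes 1 and 0 of 6 (limma camera adjusted p = 0.72, 0.968 and 0.354). Adjusted over the list alone these were 3 and 4, 2 and 2, and 1 and 0. Without WT replicate 3, mast cell and basophil genes had 2 higher and 4 lower and erythroid genes 3 and 0. Lists with under 5 tested members had no list test: eosinophil genes had 2 higher of 2, B cell genes 2 higher of 3, T and NK cell genes 2 lower of 4, and stroma and endothelium genes 2 lower of 4. B cell genes had 2 higher and 1 lower, and stroma and endothelium genes 2 and 2, without WT replicate 3.

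The remaining lists did not pass with limma camera over all 6 libraries. S phase genes had 0 of 25 past the threshold and histone genes 0 of 10 (adjusted p = 0.72 and 0.549). Genes of the G2 and M phases had 2 lower of 25, interferon response genes 2 higher and 1 lower of 14, and cholesterol synthesis genes 5 higher and 1 lower of 22 (adjusted p = 0.785, 0.651 and 0.325). Glycolysis and hypoxia genes had 3 higher and 1 lower of 23, and integrated stress response genes 4 higher and 1 lower of 24 (adjusted p = 0.354 and 0.222). Mitochondrially encoded genes had 1 lower of 15, Polycomb complex 2 had 1 higher and 1 lower of 11, and AF9 partners in elongation and DOT1L complexes had 1 higher and 1 lower of 16 (adjusted p = 0.43, 0.43 and 0.962). Adjusted over the list alone, cholesterol genes had 7 higher and 1 lower, glycolysis genes 3 and 2, and the AF9 partners 0 and 1, and the other lists of this paragraph kept their counts. Without WT replicate 3, glycolysis genes (15 higher and 2 lower, adjusted p = 0.00362), stress response genes (14 and 1, adjusted p = 0.00276) and cholesterol genes (12 and 1, adjusted p = 0.0118) passed toward higher values. Mitochondrially encoded genes then passed toward lower ones (1 higher and 9 lower, adjusted p = 0.00254). Over all 6 libraries the glycolysis, stress response, cholesterol and mitochondrially encoded lists each had a limma camera adjusted p of 0.84 at an estimated correlation. In the lists that still did not pass without WT replicate 3, S phase genes had 10 higher and 2 lower, and histone genes 3 and 0. Interferon response genes had 3 and 1, and genes of the G2 and M phases 4 and 4. Polycomb complex 2 had 3 and 2, and the AF9 partners 4 and 4.

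Among the 10 genes with the largest rise, Cybb, the catalytic subunit of the phagocyte NADPH oxidase, rose from 83.8 ± 1.03 to 3203 ± 58.1 (SD, n = 3 each), the lectin Clec4n from 37.1 ± 11.5 to 1544 ± 186, and Stfa3, a stefin protease inhibitor with near-identical copies that can share its reads, from 10.6 ± 1.14 to 701 ± 47.7. The desmosomal gene Dsp rose from 26.3 ± 3.11 to 1401 ± 72.9, Ahnak, a large scaffold protein gene, from 19.2 ± 2.74 to 688 ± 2.06, the membrane repair gene Myof from 7.56 ± 4.74 to 319 ± 19.3, and the proton pump subunit Atp6v0d2 from 1.56 ± 0.755 to 248 ± 27.5. Arap2, a regulator of small GTPases, had 3 reads over the WT libraries and 875 over the E531R libraries, a ratio of 231 (95% counting interval 78.8 to 1123). Chil3 and Spp1 complete these 10.

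The 10 genes with the largest fall were nearly silent in E531R. Aldh1l1, a folate enzyme gene, Gprasp2 and the Wnt antagonist gene Frzb had 0 reads in every E531R library. They were at least 335-fold, 271-fold and 260.5-fold lower at a floor of 3 reads over the group. Ppp1r14c, a phosphatase inhibitor gene, had 956 reads over the WT libraries and 3 over the E531R libraries, a ratio of 402 (95% counting interval 137 to 1954). Alox5, the 5-lipoxygenase of leukotriene synthesis, fell from 1107 ± 220 to 6.30 ± 3.41 (SD, n = 3 each). Tceal8 fell from 904 ± 96.4 to 5.28 ± 3.07, Armcx2 from 219 ± 18.8 to 1.30 ± 2.25, the peroxiredoxin gene Prdx4 from 211 ± 21.8 to 2.09 ± 0.774, Zfp783 from 230 ± 21 to 1.21 ± 0.657, and B3galt1 from 233 ± 59.5 to 2.46 ± 1.31. Gprasp2, Tceal8, Armcx2 and Prdx4 lie on chromosome X.

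Libraries of one group correlated at r between 0.977 and 0.997 across genes, which are not independent replicates, and libraries of different groups at 0.937 to 0.952. Counts differed by more than sampling noise in every pair: the chi-square per gene was 2.76 between WT replicates 1 and 2, but 67.1 and 89.0 between these and WT replicate 3, and 2.66 to 4 between E531R libraries. Between groups it was 42.8 to 60.1 for WT replicates 1 and 2 and 122 to 144 for WT replicate 3, so by this measure WT replicates 1 and 2 were closer to the E531R libraries than to WT replicate 3. It grows with read depth. The first principal component took 76.5% of the variance and separated the groups, and the second took 16.5% and set WT replicate 3 (-43.9) apart from WT replicates 1 and 2 (23.4 and 25.7). Mitochondrially encoded genes took 1.13% of reads in WT replicate 3 and 1.42% to 1.79% in the other libraries. In the tenth of genes with the longest transcripts, the median deviation of WT replicate 3 from the other WT libraries was -0.24 on the log2 scale. Across genes this deviation went more with GC content (Spearman correlation 0.625) than with transcript length (-0.3).

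**Figure D4:**
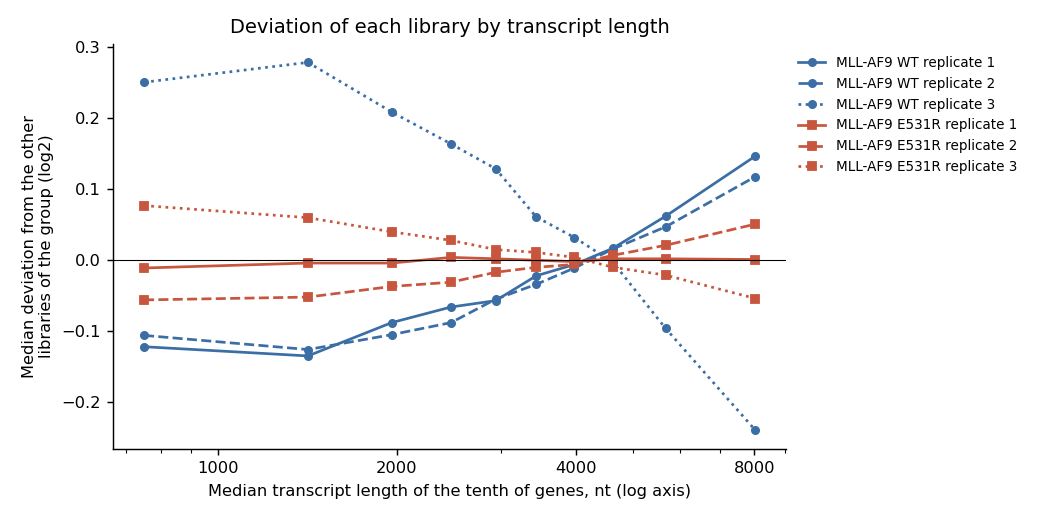
For each library, the y axis gives the median log2 deviation from the mean of the other libraries of its group in 10 equal groups of genes ordered by transcript length, whose median length in nucleotides is on the log x axis. WT replicate 3 runs from 0.25 in the shortest to -0.24 in the longest transcripts.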

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

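The removal of a GC and length trend was chosen after the data were seen, and the other alternatives before. Across up to 13 alternatives each, the 80 tested named genes kept direction and side of the threshold in 988 comparisons, lost the call in 40, gained it in 1 and changed sign in 10, and 0 of the 2587 called genes changed sign under any setting. The number of higher genes ran from 819 to 3159 and of lower genes from 746 to 2999 with 1 library left out. The top of both ranges came without WT replicate 3, and the low counts came without E531R replicate 1, 2 or 3 (819, 831 and 842 higher). Without WT replicate 1 or 2 there were 1025 or 1128 higher. Each of these runs leaves out 1 library, so the number of samples does not explain the low counts. Without E531R replicate 1, 2 or 3 only 1561, 1575 or 1623 of the 2587 calls remained. So a call lost there was shared with many genes and says little about a single gene. Array weights, which gave WT replicate 3 a weight of 0.0579, called 3432 higher and 3266 lower. A minimum of 2-fold left 578 and 562, by its construction. Removing the GC and length trend gave 1943 higher and 1963 lower. The other scalings, filters, pseudocounts and tools gave 1086 to 1423 higher genes.

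Of the gene lists, 6 were higher and 3 lower, and with an estimated correlation 0 and 0 passed, although 4 had an unadjusted p under 0.05. The lowest adjusted p was then 0.165. With fry, which tests each list by itself and not against other genes, 9 were higher and 4 lower: oxidative phosphorylation (adjusted p = 0.13) and ribosomal genes (0.504) were lost, and among those gained were the Hoxa and Polycomb complex 1 lists (0.00294 each), lower, and the MYC network (0.0239), erythroid (0.0185) and stem cell lists (0.0424), higher. With 1 library left out 6 to 9 lists were higher and 2 to 5 lower, with 5 lower without WT replicate 3, and removing the GC and length trend also gave 5 lower. The cause of these list shifts was not tested.

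All sign changes were in genes not past the threshold. With 1 library left out, the log2 fold change of Kmt2a ran from -0.11 (without WT replicate 3) to 0.26, of Kdm2b from -0.13 to 0.05 (without WT replicate 3), of Hoxa9 from -0.04 (without WT replicate 3) to 0.10, of Bcorl1 from -0.05 (without WT replicate 2) to 0.13, of Pcgf1 from -0.06 (without WT replicate 2; -0.02 without E531R replicate 1) to 0.20, and of Dot1l from -0.02 (without WT replicate 2) to 0.07. Six4 ran from -0.28, past the threshold without WT replicate 3, to 0.16 without WT replicate 2, with 0.09 without WT replicate 1. Meis1 was -0.06 with the GC and length trend removed. The cause was not tested.

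Replicate numbers did not pair the samples: deviations from the group means of same-numbered libraries correlated at 0, 0.19 and 0.24, and not every sample correlated best with its own number. With the replicate block, 1179 genes were higher and 1062 lower, the lists kept 6 and 3, and 1 named call was lost (Six5, adjusted p = 0.0653). Depth limits genes of few reads, and only 28% of simulated 1.5-fold changes were found. The simulation changed 200 of 12991 genes, while the main test called 2587, so this share need not hold for these data.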

Other observations

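Gene families below were chosen after their values were seen, so no test of a family is given, and the tests in this part were chosen after the results, except the test of neighbouring genes at the first limit. All 8 tested members of the stefin A family, cysteine protease inhibitors in a cluster of near-identical copies that can share reads, were higher in E531R with limma, with a median log2 fold change of 3.95. Of the Siglec and Pir receptors, immune receptors with activating and inhibitory forms, 8 of 9 were higher, among them Pirb, from 29.2 ± 1.86 to 419 ± 18.4 (SD, n = 3 each). Of the Toll-like receptors 5 of 7 were higher, among them Tlr13 from 31.3 ± 10.6 to 346 ± 48.3 and Tlr7 from 12.7 ± 4.20 to 123 ± 7.57.

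NADPH oxidase subunits had 3 of 6 higher and proton pump subunits of the lysosome 7 of 16, with 0 lower in either, and without WT replicate 3 these were 5 higher, and 14 higher with 1 lower. Cathepsins had 5 higher and 1 lower of 11, and C-type lectin receptors 6 higher and 2 lower of 14, with 7 and 2, and 6 and 5, without WT replicate 3. The X-linked Xlr family had 3 of 3 tested members lower, all with 0 reads in E531R, and Xlr was at least 43.3-fold lower at a floor of 3 reads over the group. Protocadherins had 6 lower and 1 higher of 11.

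The 6 libraries can be split in 10 ways, too few for a share under 0.05. The real split gave 2587 genes, 1 of the 10 splits reached that number, and the highest of the other splits was 0 genes with limma, with up to 469 at an unadjusted p under 0.05. Each other split has libraries of both groups on each side, so a group difference adds to the spread within a side. The 0 genes there therefore say little about chance. For the gene lists 4 of the 10 splits gave as many as the real split, which had 9, and the highest other gave 15. The splits with 14, 14 and 15 lists set WT replicates 1 and 2 with an E531R library against the rest, which points to a structure of the samples, the distance of WT replicate 3. Lists past the threshold in the real split also passed in other splits: the ribosomal list in 9 of the 9, monocyte genes in 8, MYC targets and oxidative phosphorylation genes in 6 each, and neutrophil granule and inflammatory genes in 5 each. Megakaryocyte genes passed in 4, immediate early genes in 3 and cell cycle inhibitors in 2. Each other split holds the groups in unequal shares, so part of any group difference remains in it. These counts of lists therefore cannot tell chance from such a difference.

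WT replicate 3 stood apart from WT replicates 1 and 2. A library of the other group is argued against, since 42 of 42 genes near 0 in one group and at 100 or more in the other, chosen from the other 5 libraries, lay on the WT side in it (100%). Cells of another type are argued against as the main source, since 1042 genes were more than 2-fold below the other WT libraries while 12 abundant progenitor genes deviated by a median of 0.17 on the log2 scale. These 12 genes went both ways, from -0.43 for Cdk6 to 0.43 for Prtn3. So the test speaks only against a loss shared by these genes. Bins of transcript length and GC content took up 36.1% of the variance of the deviation of WT replicate 3 across genes, against 0.9% to 1.5% in the E531R libraries. The 17.9% and 28.1% of WT replicates 1 and 2 come from comparing each with a mean that includes WT replicate 3, since between these 2 libraries the bins took up 0.8%, against 31.8% and 36.1% between each and WT replicate 3. So a trend in library preparation or RNA quality may account for part of it. No other biological explanation was tested, since the labels give no difference among the WT samples.

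Some genes were near 0 in one group: 27 called genes had a mean under 10 in E531R and at least 100 in WT, and 9 the reverse. The excess of losses depends on the limits, with 57 and 46 at a mean of at least 50 and 18 and 4 at a mean under 5. A deleted or divergent segment reaching neighbouring genes is argued against, since 0 of 29 such genes with an expressed neighbour within 200 kb had one that was near 0 too (0%, exact 95% upper limit 11.9%). At a mean of at least 50 it was 4 of 82 (4.9%), in gene clusters of interleukin 1 and Pir receptors. The adjacent genes Xlr3b and Xlr4b, both at 0 in E531R, lie under these limits, and a segment stays open for them. Armcx2, Gprasp2 and Tceal8 lie between 134804145 and 136172342 on chromosome X, and the other 3 genes expressed between them had means of 152 to 925 in WT and 198 to 734 in E531R. A hypothesis is that genes present in 1 copy were lost in the founding cells: 4 of 26 lost genes with a position were X-linked (15.4%), against 3.0% of 9438 genes at that level in WT (Fisher's exact test, two-sided, p = 0.00703). This depends on the limits, with an exact p = 0.0762 at a mean of at least 50 in WT and an exact p = 0.0133 at a mean under 5 in E531R, the X-linked genes had been seen before the test, and 3 of the 4 lie in that stretch, where the test takes genes as independent, so it cannot be told apart from chance. Regulation by the E531R fusion also stays open, as untested.

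Most neutrophil and monocyte genes were higher in E531R, 18 of 22 and 20 of 25, while Ctsg, Padi4 and Ccr2 fell. Neither list passed with limma camera at an estimated correlation (adjusted p = 0.351 and 0.219). The deviating WT library is argued against as the source, since both list medians were kept without WT replicate 3. They went from 2.32 to 2.38 for monocyte genes and from 1.93 to 2.04 for neutrophil genes. The 38 of 38 higher calls of both lists remained too (100%). So did 2586 of the 2587 calls over all genes, so this count says little about these lists. Selection for c-Kit and with G418 and serial culture act against neutrophils carried over from the marrow, but not against those arising in culture. For the neutrophil genes, mature neutrophils mixed into the E531R libraries cannot be told apart from a change within the cells: of 15 late neutrophil genes 5 were over 4-fold higher, which were 62.5% of the 8 with a WT mean under 50. That limit was set after the values were seen, and over all 15 genes the same test had argued against such cells. Stfa2l1 rose from 38.85 ± 7.66 to 807 ± 34.3 (SD, n = 3 each), but Retnlg, abundant in mature neutrophils, had 0.38 ± 0.66 and 0.65 ± 0.56. Such cells would not bring macrophage genes such as Spp1 and Gpnmb. A smaller share of progenitor cells may contribute. It also stays open, since 12 progenitor genes had a median log2 fold change of 0.07 with an SD of 0.40. Of these genes, Mpo, Prtn3 and Gfi1 rose and Ctsg fell. Mpo, Prtn3, Elane, Ctsg and Ms4a3 are also members of the neutrophil list. So the 12 genes are not a measure of progenitor cells separate from that list. The progenitor genes outside the list went both ways, from -0.34 for Myb to 0.33 for Gfi1. The Prtn3 and Gfi1 calls were lost without WT replicate 1 or any single E531R replicate, and Gfi1 also without WT replicate 2. The adjusted p was then between 0.0524 and 0.108. The log2 fold changes were then 0.60 to 0.69 for Prtn3 and 0.29 to 0.35 for Gfi1, against 0.67 and 0.33 over all 6 libraries. Cells differentiating further under the E531R fusion would give the same pattern.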
